A study of Mus musculus with 8 samples. Its data were reported in "Donor T cell STAT3 deficiency enables tissue PD-L1–dependent prevention of graft-versus-host disease while preserving graft-versus-leukemia activity" (2023).

How the data were processed

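RNA was sequenced from donor T cells that had been sorted from the spleen on day 6 after hematopoietic cell transplantation. The donors were wild type (WT) or lacked STAT3 in T cells (STAT3KO), because a Cre recombinase driven by Cd4 regulatory sequences removes a floxed part of Stat3. CD4 and CD8 T cells were sorted separately. The 8 libraries therefore fall into 4 groups (WT CD4, STAT3KO CD4, WT CD8 and STAT3KO CD8) with 2 replicates each, and the groups were taken from the tissue, cell type, genotype and title fields of the labels. Each library pools cells of several recipients, per the study's methods, so the replicates are pools and not single animals. The growth, treatment and library fields of the labels describe an adipogenic cell line and a library kit, and the growth and treatment fields do not match spleen T cells. They were not used, and whether the counting took account of the strand was left open.

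The authors aligned single-end reads to the mouse genome mm10 with STAR, and counted reads per RefSeq gene with HTSeq. They deposited a table of raw read counts per gene and a table of RPKM values (reads scaled by exon length and library size), both with 25078 gene rows. In the deposited RPKM table, the zeros coincided with those of the counts in 100% of values, and the library size behind the RPKM values was between 0.989 and 1.05 times the column total of the counts. Of the gene rows, 17623 had a count in any library. Gene names of 26 rows had been turned into dates by a spreadsheet program and were kept as they stood. No other normalization was found in the deposited counts, whose column totals lay between 20171396 and 23282757. Counting error is small at this depth: 3 counts, the limit that a count of 0 allows, correspond to between 0.129 and 0.149 CPM (counts scaled to a common library size). Such limits cover counting error only.

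From the counts, genes were kept by filterByExpr (minimum count 10, by group), which left 12428 genes with between 99.96% and 99.97% of the counts of each library. Counts were scaled by TMM (factors 0.982 to 1.03), and all 8 libraries entered one fit with a mean per group and no covariate in edgeR 4.0.16 under R 4.3.3. Genes were called by the edgeR quasi-likelihood test with a Benjamini-Hochberg adjusted p under 0.05 (two-sided). The STAT3KO effect was tested in CD4 and in CD8 T cells, the difference of those effects was tested as an interaction, and CD8 was compared with CD4 T cells within each genotype. Unless stated here, values per library are TMM-scaled CPM, with mean and SD over 2 replicates. Values and sums of marker genes of other cells and of digestive enzyme genes are CPM by column total, without TMM. So are the CPM of Cxcr5, Tox2, Bcl6, Il21, Il1r1 and Csgalnact1 given below. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Correlations across genes are given without p, because genes are not independent replicates.

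The genes named were fixed by a rule. It takes Stat3, the genes used to check the sorting (Cd4, Cd8a, Cd8b1) and 16 genes of proteins and cytokines that the study measured or discusses. For each STAT3KO comparison it adds the 5 called genes with the highest and the 5 with the lowest log2 fold change. These are taken among genes with a mean log2 CPM of at least 3 and no overlap between the groups (3 in each direction for CD8 against CD4). The 64 genes looked up in GENCODE M21 are protein coding, and coordinates are those of the deposited tables on mm10. Some genes named were not looked up, among them Rn45s, Xist, Ctrb1 and the macrophage genes. The genome annotation places an exon of Stat5a on the opposite strand within exon bases of Stat3. Likewise, Bcl6, Cxcr5, Foxp3, Gbp6, Ifng, Il21, Slc2a1 and some other genes named share exon bases with another annotated gene, so their counts are uncertain to that extent.

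Gene lists were tested by preranked enrichment (fgsea 1.28.0, genes ranked by -log10 p with the sign of the fold change, lists of at least 10 tested genes, random seed 1), with a threshold of adjusted p under 0.25 over 12 lists. Of these lists, 5 hold the genes of pathways that the study names (glutathione metabolism, glycolysis and gluconeogenesis, fatty acid metabolism, oxidative phosphorylation and Myc targets V2), written from memory of the pathways, since no pathway database was used here. The others hold STAT3-linked genes, proliferation, interferon-stimulated genes, effector function, checkpoint receptors, Treg and anergy, and naive and memory genes. Marker lists of B cells, erythroid cells, macrophages, neutrophils and myeloid progenitors, and hepatocytes served as a check for other cells. A further observation on a single gene is not reported here. The groups, comparisons, tests, lists, naming rule and alternatives were fixed before the data were examined, except where stated.

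The alternatives were the DESeq2 1.42.0 Wald test, the edgeR likelihood-ratio test, RLE size factors or total counts in place of TMM, no filter on low counts or a stricter one (at least 5 CPM in at least 2 libraries), the replicate number as a block, only the 4 libraries of a comparison, an added threshold of a 2-fold change, limma 3.58.1 on log2 of the RPKM values plus 1 or plus 0.1 (mean RPKM of at least 1), other rankings for enrichment, fry and camera (with an estimated correlation between genes) as other set tests, and leaving out each library in turn. Fits that leave a group with 1 library had no replicate block, and gave log2 fold changes and medians but no calls. They set 1 replicate of a group against both replicates of the other, so their shifts can hold the difference between replicate numbers.

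The 2 replicates of a group were separate libraries: the chi-square of their counts per degree of freedom was 65.9 for WT CD4, 29.4 for STAT3KO CD4, 33.0 for WT CD8 and 23.0 for STAT3KO CD8. Libraries with the same replicate number deviated together from their group means of log2 CPM, with correlations across genes between 0.424 and 0.671 over the pairs of groups. The numbers in the library titles also run in a separate range for each replicate number. The replicate numbers were therefore taken to pair the libraries, and the fit with the replicate block is given beside a result where it changes a call or moves a count by over 1.5 times.

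The steps were tested on simulated counts drawn from the means and library sizes of the real genes, with 200 genes changed by 1 on the log2 scale in one comparison. The edgeR quasi-likelihood test called 129 of 12231 genes, recovered 64.1% of the 198 changed genes that passed its filter, with 1.55% false calls, and called 0 genes in the comparison without change. The corresponding shares recovered and false calls were 75.3% and 19.5% for the likelihood-ratio test (12231 genes), 62.6% and 3.12% with the replicate block (12231 genes), 73.5% and 14.0% for DESeq2 (12428 genes), and 65.9% and 0.885% for limma (10208 genes). In the comparison without change, the likelihood-ratio test and DESeq2 each called 16 genes. The simulated libraries shared no variation by replicate number, unlike the real ones. These values therefore do not show what the replicate block gains or costs in the real data. Preranked enrichment called a list of 98 genes lowered by 0.5 on the log2 scale, and 1 other list.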

Results

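Messenger RNA was measured in 8 libraries of donor T cells from the spleen on day 6 after transplantation, 2 from each of WT CD4, STAT3KO CD4, WT CD8 and STAT3KO CD8 T cells. The libraries held 20171396 and 20521902 counts for WT CD4, 20352147 and 21954733 for STAT3KO CD4, 23282757 and 22996224 for WT CD8, and 21112839 and 22473324 for STAT3KO CD8 T cells (replicates 1 and 2). Between 3.92% and 5.74% of the counts of a library fell in its 10 most abundant genes. The ribosomal RNA precursor Rn45s took between 0.377% and 2.16% of the counts.

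The targeted gene was examined first, since it checks the labels. Stat3 (chromosome 11, 100886806 to 100939540, minus strand) had 436 and 428 CPM in the WT CD4 libraries and 138 and 141 CPM in the STAT3KO CD4 libraries. The mean in STAT3KO CD4 T cells was 32.4% of that in WT CD4 T cells (log2 fold change -1.63, SE 0.12, edgeR adjusted p 0.000753). In CD8 T cells, Stat3 fell from 431 and 436 CPM in WT to 120 and 143 CPM in STAT3KO libraries, to 30.3% of the WT mean (log2 fold change -1.72, SE 0.12, edgeR adjusted p 0.00536). The counts are sums over the gene and do not show which exons the remaining reads came from, and an exon of Stat5a on the other strand lies within exon bases of Stat3. The alternative that moved these values most was to leave out STAT3KO CD8 replicate 2, which gave -1.86 in CD8 T cells.

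**Figure D1:**
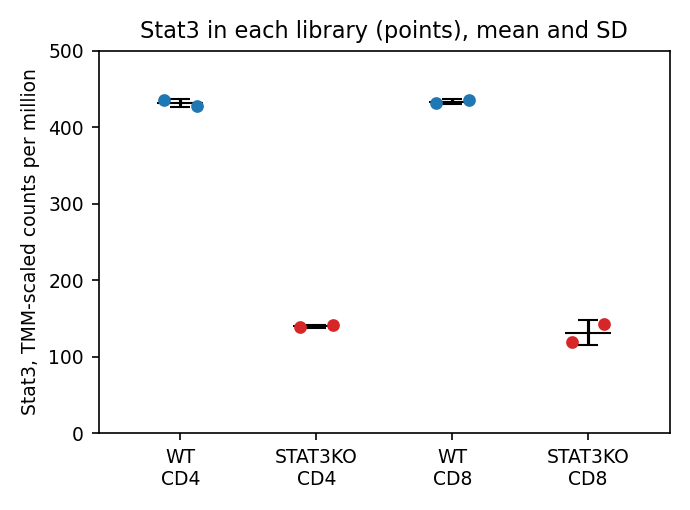
Stat3 in TMM-scaled CPM (vertical axis) in each of the 8 libraries (points), by group, with the mean (horizontal line) and SD (bars) over 2 replicates. The STAT3KO libraries lie between 120 and 143 CPM and the WT libraries between 428 and 436 CPM.

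The sorting was checked with the genes of the coreceptors. Cd4 had 1409 ± 68.3 CPM (mean ± SD, n = 2) in WT CD4 and 3.82 ± 3.94 CPM (SD, n = 2) in WT CD8 T cells. Cd8a had 7.02 ± 5.84 CPM (SD, n = 2) in WT CD4 and 941 ± 59.8 CPM (SD, n = 2) in WT CD8 T cells, and Cd8b1 had 22.9 ± 7.87 and 974 ± 104 CPM (SD, n = 2). In STAT3KO libraries, Cd4 had 1589 ± 18.2 and 4.90 ± 4.61 CPM, and Cd8a had 8.85 ± 10.1 and 880 ± 86.3 CPM in CD4 and CD8 T cells (SD, n = 2). Cd8b1 had 26.4 ± 13.7 and 1012 ± 8.85 CPM in these libraries (SD, n = 2).

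The comparison of STAT3KO with WT CD4 T cells asks which transcripts depend on donor STAT3 in the CD4 compartment. It gave 1444 called genes of 12428 tested, 813 higher and 631 lower in STAT3KO, of which 653 changed at least 2-fold. A fit with the replicate block called 3747 genes, among them all 1444, and this alternative moved the count most. The groups did not overlap for 53.5% of genes, where chance gives 33.3%. The highest log2 fold changes under the naming rule were in Cybb, Gpm6b, Klrk1, Ccl5 and Tanc2. Cybb (chromosome X, 9435254 to 9469324) rose from 15.5 ± 5.61 to 136 ± 12.6 CPM (SD, n = 2, log2 fold change 3.13, SE 0.48, edgeR adjusted p 0.00711). Klrk1 (chromosome 6, 129610323 to 129623864) rose from 11.7 and 12.2 CPM in WT to 78.3 and 79.2 CPM in STAT3KO libraries (log2 fold change 2.72, SE 0.16, edgeR adjusted p 0.000563). For Ccl5 (chromosome 11, 83525779 to 83530518), the mean went from 23.7 ± 3.11 to 149 ± 3.39 CPM (SD, n = 2, log2 fold change 2.65, SE 0.12, edgeR adjusted p 0.000325). Gpm6b and Tanc2 had log2 fold changes of 2.80 and 2.60. The lowest under this rule were in Esm1, Acpp, Fam20a, Matk and Stom. Esm1 (chromosome 13, 113209659 to 113218104) fell from 24.5 and 42.9 CPM in WT to 3.20 and 3.70 CPM in STAT3KO libraries (log2 fold change -3.28, SE 0.30, edgeR adjusted p 0.00137). The log2 fold changes of Acpp, Fam20a, Matk and Stom were -2.92, -2.87, -2.87 and -2.77. Each of these 10 genes kept its direction and its call under DESeq2, RLE size factors, total counts, the replicate block, the 4 CD4 libraries alone and log2(RPKM + 1).

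The same comparison in CD8 T cells gave 257 called genes, 166 higher and 91 lower in STAT3KO, of which 97 changed at least 2-fold. With the replicate block the count was 2258, among them all 257, and with only the 4 CD8 libraries it was 37. The groups did not overlap for 49.7% of genes. The naming rule leaves out genes with a mean log2 CPM under 3. Under it, the highest log2 fold changes were in Gbp6 (2.03), Slc15a2 (2.01), Ifit1bl1 (1.81), Ifi27l2a (1.67) and Ifi213 (1.62). Gbp6 (chromosome 5, 105270702 to 105293699) rose from 10.1 ± 3.82 to 41.5 ± 4.99 CPM (SD, n = 2, SE 0.27, edgeR adjusted p 0.0188), and Ifi27l2a (chromosome 12, 103433873 to 103443680) from 60.5 ± 1.66 to 192 ± 25.6 CPM (SD, n = 2, SE 0.15, edgeR adjusted p 0.00847). The lowest under this rule were in Lif (-2.47), Fam20a (-2.24), Bcl3 (-2.15), Chst11 (-1.98) and Bcl6 (-1.85). Lif (chromosome 11, 4257568 to 4272514) fell from 19.3 ± 3.61 to 3.49 ± 0.725 CPM (SD, n = 2, SE 0.38, edgeR adjusted p 0.0270), and Bcl3 (chromosome 7, 19808462 to 19822755) from 39.0 ± 4.79 to 8.77 ± 0.349 CPM (SD, n = 2, SE 0.17, edgeR adjusted p 0.00536). In the fit of the 4 CD8 libraries alone, Gbp6, Slc15a2 and Bcl6 lost their call.

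The effects in the CD4 and CD8 compartments were then set against each other, in libraries that share no control. Both comparisons called 183 genes, 106 higher and 77 lower, and 0 in opposite directions, where 15.5 would be called in the same direction at random. Under the block, 1487 genes were called in the same direction and 15 in opposite directions. Of the 257 genes called in CD8 T cells, 253 had the same sign in CD4 T cells. Across the 12428 genes, which are not independent replicates, the log2 fold changes had a Pearson r of 0.629 and a Spearman rho of 0.620. Without a filter on low counts, r was 0.229. A test of the difference between the effects called 0 genes (982 had an unadjusted p under 0.05, and the smallest edgeR adjusted p was 0.0916). The block gave 403 genes, 144 with a higher and 259 with a lower fold change in CD8 T cells.

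**Figure D2:**
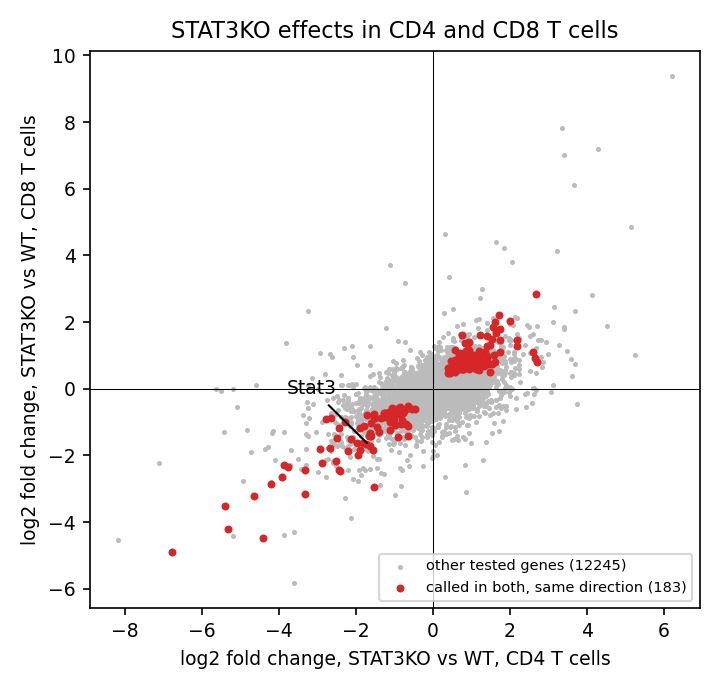
Log2 fold change of each tested gene in STAT3KO against WT CD4 T cells (horizontal axis) and CD8 T cells (vertical axis). The 183 genes called in both comparisons (red) lie in the quadrants where the signs are the same, and the other genes are grey.

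CD8 and CD4 T cells were also compared within each genotype, as a reference for the size of the STAT3KO effect. In WT T cells, 2960 genes were called, 1514 higher and 1446 lower in CD8, and in STAT3KO T cells 1555 were called, 726 higher and 829 lower. The replicate block gave 5232 and 3689 genes. The difference between these counts was not itself tested apart from the interaction above. Among genes that meet the naming rule, and besides the coreceptor genes, Klrk1 was highest in WT CD8 against CD4 T cells (log2 fold change 4.21, edgeR adjusted p 3.64e-05), and Cd40lg (-5.68, adjusted p 1.96e-05) and Sostdc1 (-5.44, adjusted p 0.000185) were lowest. In STAT3KO T cells, Crtam was highest (4.73, adjusted p 0.000496), and Cd40lg (-5.54, adjusted p 2.67e-05) and Coro2b (-4.89, adjusted p 0.000337) were lowest.

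Genes of the proteins and cytokines that the study measured or discusses were examined as a list. Of these 16 genes, 1 was called in each STAT3KO comparison, and it was Gzmb in both. Adjusted over the list alone, 1 gene was called in CD4 T cells (Gzmb) and 2 in CD8 T cells (Gzmb and Hk2). Gzmb (chromosome 14, 56258836 to 56262334) fell from 533 and 469 CPM in WT to 331 and 308 CPM in STAT3KO CD4 libraries (log2 fold change -0.65, SE 0.12, edgeR adjusted p 0.0142). In CD8 T cells it fell from 3149 ± 332 to 1456 ± 143 CPM (SD, n = 2, log2 fold change -1.11, SE 0.12, edgeR adjusted p 0.0119). Hk2 (chromosome 6, 82725027 to 82774454) fell from 71.5 ± 2.87 to 42.3 ± 4.07 CPM in CD8 T cells (SD, n = 2, log2 fold change -0.76, SE 0.15, edgeR adjusted p 0.0525), with an adjusted p between 0.000861 and 0.0713 over the alternatives. Myc (chromosome 15, 61985341 to 61990361) differed more between replicates than between genotypes. It had 167 and 65.3 CPM in WT CD4, 96.0 and 42.4 in STAT3KO CD4, 139 and 75.8 in WT CD8, and 76.7 and 48.7 in STAT3KO CD8 libraries (replicates 1 and 2). Its log2 fold changes were -0.75 in CD4 (edgeR adjusted p 0.427) and -0.77 in CD8 T cells (edgeR adjusted p 0.499). In the fits without one library, the CD4 value lay between -1.45 (without STAT3KO CD4 replicate 1) and 0.083 (without WT CD4 replicate 1). The CD8 value lay between -1.14 (without WT CD8 replicate 2) and -0.28 (without WT CD8 replicate 1). These fits had no replicate block, so both ranges hold the difference between replicate numbers and do not measure the spread of the STAT3KO effect alone. Within each replicate number, Myc was lower in STAT3KO than in WT libraries in both cell types. In the fit with the replicate block, the adjusted p of Myc was 0.00369 in CD4 and 0.00655 in CD8 T cells, against up to 0.579 and 0.654 over the other alternatives. The block also brought calls for Slc3a2, Gclc, Hk2, Txn1 and Nt5e in CD4 T cells, and for Slc3a2, Hk2, Txn1 and Ifng in CD8 T cells. The remaining genes (Slc2a1, Cd36, Cpt1a, Pdcd1, Csf2, Tnf, Foxp3 and Izumo1r) were not called in either cell type, with or without the block.

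Pathways that the study names were tested as lists, to ask whether the metabolic programmes move in the CD4 and CD8 compartments. Of the 37 tested genes of glutathione metabolism, 21 were lower in STAT3KO CD4 and 25 in STAT3KO CD8 T cells, and the list was not called (normalized enrichment score -1.13, adjusted p 0.341, and -1.15, adjusted p 0.342). In CD8 T cells the replicate block gave a score of -1.25 and an adjusted p of 0.234 for this list. The range over the alternatives, each taken alone, was 0.212 to 0.854. With the block, fry gave an adjusted p of 0.127 in CD4 and 0.0396 in CD8 T cells, and so called this list. Its median in CD4 T cells was -0.10, and it was -0.026 without STAT3KO CD4 replicate 1 and -0.29 without STAT3KO CD4 replicate 2. Glycolysis and gluconeogenesis was called lower in both cell types (CD4: score -1.55, adjusted p 0.0416, 24 of 39 genes lower; CD8: score -1.66, adjusted p 0.0189, 26 of 39 genes lower). Ranking by log2 fold change moved these scores to -1.06 and -1.27, past the threshold in neither. Fatty acid metabolism was not called (0.718, adjusted p 0.949, and -0.883, adjusted p 0.728), and its score in CD4 T cells was -0.606 with the replicate block. With the block, fry gave this list an adjusted p of 0.216 in CD8 T cells, and so called it there. Oxidative phosphorylation was called lower in CD8 (score -1.36, adjusted p 0.0474, 56 of 99 genes lower) and not in CD4 T cells (score -0.775, adjusted p 0.949, 62 of 99 genes lower). The call in CD8 T cells rested on a median log2 fold change of -0.034, which became 0.024 without WT CD8 replicate 2, and fry gave an adjusted p of 0.779. Myc targets V2 was called lower in both cell types (CD4: score -2.00, adjusted p 4.14e-05, 43 of 57 genes lower; CD8: score -2.33, adjusted p 8.27e-08, 44 of 57 genes lower). Of its genes, 16 were called lower and 2 higher in CD4, and 4 lower in CD8 T cells. Adjusted over the list alone, 20 were lower and 4 higher in CD4, and 17 lower and 1 higher in CD8 T cells. None of these 5 pathways was called for a difference between the effects in CD8 and CD4 T cells (adjusted p between 0.427 and 0.845).

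Among the lists of T-cell states, STAT3-linked genes were called lower in STAT3KO T cells (CD4: score -2.20, adjusted p 2.44e-06, 18 of 20 genes lower, 13 called lower and 1 higher; CD8: score -2.16, adjusted p 4.66e-06, 17 of 20 genes lower, 6 called lower). Adjusted over the list alone, 15 were called lower and 1 higher in CD4, and 12 lower and 1 higher in CD8 T cells. Proliferation was called higher in both (CD4: score 2.44, adjusted p 4.39e-11; CD8: score 2.11, adjusted p 1.69e-05). All 25 of its genes were higher in STAT3KO in each cell type, with a median log2 fold change of 1.18 in CD4 and 0.32 in CD8 T cells, and 22 were called in CD4 and 0 in CD8 T cells. Adjusted over the list alone, 25 were called in CD4 and 0 in CD8 T cells. Interferon-stimulated genes were called higher (CD4: score 2.27, adjusted p 7.28e-08, 29 of 31 genes higher; CD8: score 2.25, adjusted p 8.48e-08, 28 of 31 genes higher). Adjusted over the list alone, 19 and 16 of them were higher in CD4 and CD8 T cells, against 14 and 7 over all genes. Effector function was called higher in CD4 (score 1.90, adjusted p 0.000936, 17 of 21 genes higher) and not in CD8 T cells (score 0.936, adjusted p 0.666). Naive and memory genes passed the threshold lower in CD4 T cells (score -1.37, adjusted p 0.184), but not with the replicate block (score -1.28, adjusted p 0.256), and they did not pass it in CD8 T cells (score -1.21, adjusted p 0.342). Checkpoint receptors (adjusted p 0.341 and 0.436) and Treg and anergy (adjusted p 0.746 and 0.910) were not called in CD4 or CD8 T cells.

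The difference between the effects in CD8 and CD4 T cells was called for 4 of the 12 lists: proliferation (score -2.42, adjusted p 1.58e-10), effector function (score -1.93, adjusted p 0.000697), STAT3-linked genes (score 1.64, adjusted p 0.0360) and naive and memory genes (score 1.67, adjusted p 0.0360). Of the calls of preranked enrichment, which treats genes as independent, fry kept 7 of 7 in CD4, 4 of 6 in CD8 and 0 of 4 for the difference, and 7, 5 and 2 of them when the replicate block was added. Camera with an estimated correlation kept 2, 2 and 0 of them.

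**Figure D3:**
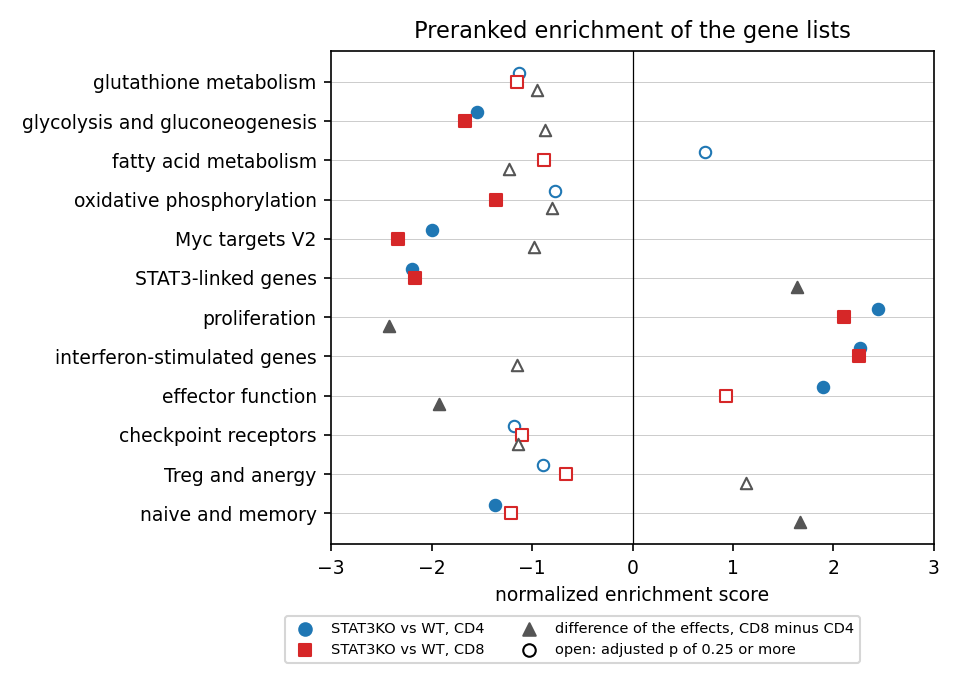
Normalized enrichment score (horizontal axis) of each of the 12 gene lists for STAT3KO against WT in CD4 (circles) and CD8 T cells (squares) and for the difference of the effects (triangles), with filled symbols for an adjusted p under 0.25. Proliferation has scores of 2.44, 2.11 and -2.42, and the score of fatty acid metabolism in CD4 T cells is negative with the replicate block.

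**Figure D4:**
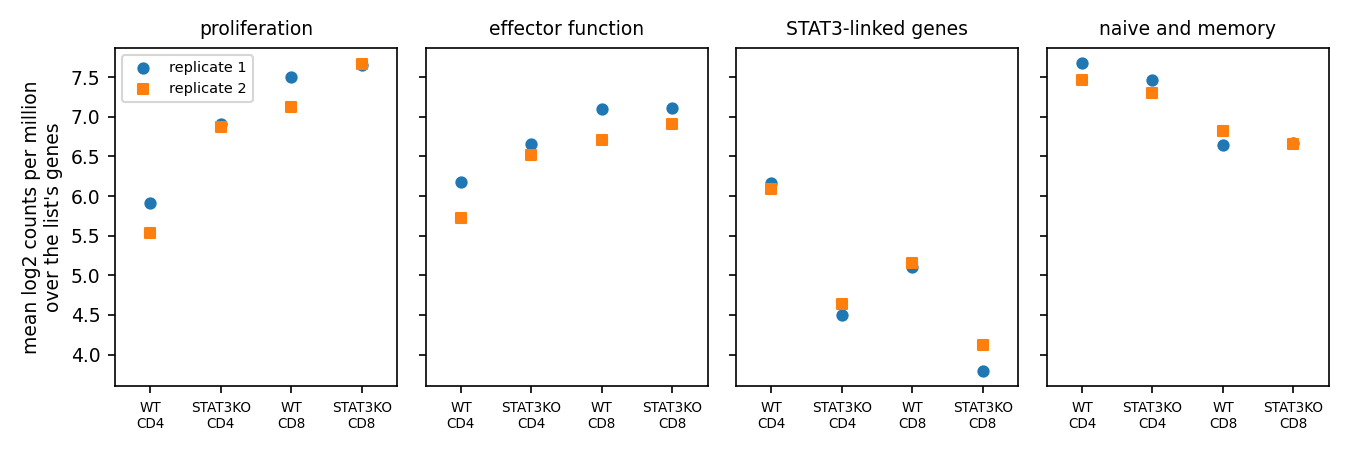
Mean log2 CPM over the genes of each of the 4 lists called for a difference (vertical axis) in each library, by group and replicate. Proliferation has group means of 5.72 in WT CD4, 6.89 in STAT3KO CD4, 7.31 in WT CD8 and 7.66 in STAT3KO CD8 T cells.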

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

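The tests of depth, gene length and replicate numbers were chosen before their results were seen. The use of fry for the lists below was added after seeing the data. Reading fry list by list, with and without the replicate block, was chosen only after its results were seen.

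A difference between groups drew attention to 4 lists: the STAT3KO effect in CD8 T cells differed from that in CD4 T cells for proliferation (normalized enrichment score -2.42), effector function (-1.93), STAT3-linked genes (1.64) and naive and memory genes (1.67), each by preranked enrichment of the interaction. For proliferation, all 25 genes had a lower fold change in CD8 than in CD4 T cells, with a median difference of -0.91 on the log2 scale and of -0.91 and -0.92 within replicates 1 and 2. For effector function, 18 of 21 genes went that way, with a median of -0.66. Of the STAT3-linked genes, 16 of 20 had a higher (less negative) value in CD8 T cells, with a median of 0.34, and of the naive and memory genes 9 of 15, with a median of 0.12. Among the STAT3-linked genes, 3 have a group at or under the floor of 3 counts, and their fitted fold changes have no fixed size.

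Several technical explanations were tested. In the fit with the replicate block, 4 of the 4 lists were called in the same direction, but a difference shared by the libraries of one replicate number cancels from the interaction with or without the block, so this test decides nothing. After thinning each library to the lowest total, 4 of 4 lists were called, so depth is not the whole cause. After a trend on exon length and mean expression was removed from the ranking, 4 of 4 lists were called, with adjusted p of 8.79e-11 for proliferation, 0.00145 for effector function, 0.0233 for STAT3-linked genes and 0.121 for naive and memory genes. That trend explained 1.25% of the variance of the ranking. The scores come from counts scaled by TMM, and the other scalings moved the median of all genes by at most 0.042 on the log2 scale.

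What stays open is whether the genes of a list vary together between libraries, which preranked enrichment ignores. Fry, which keeps this correlation, gave adjusted p of 0.749 for STAT3-linked genes and 0.749 for naive and memory genes, and 0.725 for both with the replicate block. For these lists the call may therefore come from genes that move together by chance. For proliferation and effector function, fry gave 0.287 and 0.418 without the block and 0.121 for both with it, on either side of the threshold of 0.25. Adjusted over the list alone, 20 of 25 proliferation genes and 5 of 21 effector function genes were called lower for the difference, against 0 over all genes (982 of all tested genes had an unadjusted p under 0.05). The medians within replicates 1 and 2 were close to each other for proliferation and effector function (-0.57 and -0.56 for the latter), but also for STAT3-linked genes (0.25 and 0.31), which fry did not call. The replicate numbers were taken to pair the libraries, and the fry call with the block argues against correlated variation as the whole cause for both lists. Without the block fry does not call them, and with 2 replicates the choice between these fits decides the result, so correlated variation and a difference between the cell types cannot be told apart for proliferation and effector function.

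A biological difference between the cell types remains a hypothesis for proliferation and effector function, and was not tested further. In WT T cells, the proliferation list already had a higher mean in CD8 (7.31 log2 CPM) than in CD4 T cells (5.72), and all 25 genes were higher in CD8. In STAT3KO, the means were 7.66 in CD8 and 6.89 in CD4 T cells. The fry values of 0.287 without and 0.121 with the replicate block apply to this reading as well. A smaller rise in CD8 T cells could follow from a higher starting level, but no test here separates that from a smaller effect of STAT3.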

How the results depend on the processing

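Across the 38 main results, 239 values were computed under alternatives: 187 stayed within the limits set for a change, 27 moved, 15 lost their call in the same direction, 3 gained a call and 7 changed direction. The replicate block for the lists other than the 5 pathways, and fry and camera for those lists, were added after seeing the data, as was the block for the marker lists of other cell types.

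The counts of called genes moved most. Under the replicate block, 3747 genes were called in CD4, 2258 in CD8, 403 for the difference, 5232 for CD8 against CD4 in WT, 3689 in STAT3KO, and 1487 in both STAT3KO comparisons in the same direction. Each of these sets held all genes called without the block. The block removes variation shared by replicate number, and libraries with the same number deviated together. Added to fry, the block brought calls for glutathione metabolism in CD4 (adjusted p 0.127) and CD8 (0.0396), for fatty acid metabolism (0.216) and proliferation (0.216) in CD8, and for the difference in proliferation (0.121) and effector function (0.121). Added to camera, it took the calls of STAT3-linked genes in CD4 (0.392) and CD8 (0.327) and of Myc targets V2 in CD4 (0.392) and CD8 (0.327). Camera with the block called no list in any comparison (lowest adjusted p 0.327), so a list it does not call is not evidence against that list. For the marker lists, 6 of 8 fry results stayed on the same side of 0.05 with the block, and the erythroid list passed it in CD4 (p 0.000466) and CD8 T cells (p 0.00278). Besides these and the calls given below and in the results above, the block changed no other call among the results it was run for. DESeq2 called 839 genes in CD8, 181 for the difference and 534 in both, and the likelihood-ratio test called 815, 137 and 528. In simulated data these tests gave more false calls than the quasi-likelihood test. Without a filter on low counts the numbers were 454, 44 and 313, and 253 of the 257 CD8 calls remained. With only the 4 libraries of a comparison, which leaves fewer residual degrees of freedom, 37 genes were called in CD8, 1919 in WT CD8 against CD4, and 29 in both. A threshold of at least 2-fold left 653 genes in CD4, 97 in CD8, 1384 and 650 in CD8 against CD4 (WT and STAT3KO), and 62 in both. Limma on log2(RPKM + 1) called 6 genes for the difference. RLE size factors and total counts kept each of these counts within 1.5 times. Among genes called in CD8 T cells, the share that was higher was 64.6%, and 47.4% with the 2-fold threshold.

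The correlation of the effects across genes was 0.286 under DESeq2 and 0.229 in edgeR without a filter, which both include genes with few counts, and 0.741 with the stricter filter. It lay between 0.443 (without WT CD8 replicate 2) and 0.581 (without STAT3KO CD4 replicate 1) across the 8 fits that each left out one library. The log2 fold change of Stat3 in CD8 T cells lay between -1.86 and -1.60 across the 4 such fits.

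Set tests depended on the ranking and on the handling of correlated genes. Ranking by log2 fold change gave scores of -1.06 (CD4) and -1.27 (CD8) for glycolysis and -0.887 for oxidative phosphorylation in CD8 T cells, none of them called. It reversed fatty acid metabolism in CD4 (-1.09) and, for the difference, glycolysis (0.635) and fatty acid metabolism (0.907). The cause was not tested. The replicate block reversed fatty acid metabolism in CD4 (-0.606) and took the call from naive and memory genes in CD4 (-1.28). Glutathione metabolism in CD8 T cells was called with the DESeq2 ranking (-1.31) and with the block (-1.25), and fatty acid metabolism for the difference with the stricter filter (-1.32). By fry, adjusted p was 0.779 for oxidative phosphorylation and 0.422 for proliferation in CD8 T cells, and 0.899 with the opposite sign for Treg and anergy. Camera, which estimates the correlation between genes, gave 0.287 each for glycolysis, proliferation and interferon-stimulated genes in CD4, 0.517 for effector function and 0.696 for naive and memory genes. In CD8 it gave 0.272 for glycolysis, 0.963 for oxidative phosphorylation, 0.672 for proliferation, 0.310 for interferon-stimulated genes and 0.963 with the opposite sign for Treg and anergy. For the difference, the sign was opposite for glycolysis (0.963) and checkpoint receptors (0.963). Over the alternatives of a result, each taken alone, adjusted p for glycolysis lay between 0.0147 and 0.481 in CD4 and 0.00997 and 0.345 in CD8. In CD8 it lay between 0.00355 and 0.963 for oxidative phosphorylation, 1.03e-05 and 0.672 for proliferation, and 2.13e-07 and 0.310 for interferon-stimulated genes. Myc targets V2 kept its direction and its call under the other rankings, filters, set tests and the replicate block, each taken alone (camera with the block is given above), with adjusted p of at most 0.208 in CD4 and 0.128 in CD8 T cells.

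For list medians, 4 of 50 values under other settings and 17 of 40 values without one library moved by more than the spread between replicates. The median of oxidative phosphorylation in CD4 T cells lay between -0.14 (without WT CD4 replicate 1) and 0.10 (without WT CD4 replicate 2), and that of fatty acid metabolism in CD8 T cells was negative in each of the 4 fits without one library (-0.099 to -0.018). The median of glycolysis kept its sign in all such fits. The fits without one library had no replicate block, so part of these shifts can come from the difference between replicate numbers.

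Of 382 values for 64 results on single genes, 362 kept direction and call, 14 gained a call (11 of them with the block), 3 lost it and 3 reversed. The reversals were Slc2a1 in CD4 T cells (-0.0069 with total counts, -0.0013 on log2(RPKM + 1)) and Pdcd1 in CD4 T cells (0.0012 with the block), each with a main value near 0. Without one library, 62 of 256 values moved by more than the standard error of the log2 fold change in the main fit. With 2 replicates per group, these fits gave no calls.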

Other observations

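The tests on macrophage markers, marker lists with the replicate block, follicular helper genes, Ccl5 and Klrk1, digestive enzyme genes and neighbouring genes were chosen only after the pattern was seen. The others were chosen before.

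The genes called between STAT3KO and WT were set against technical sources. Replicate number is balanced over genotype, so a difference shared by the libraries of one number does not by itself set the genotypes apart. A split of the 4 CD4 libraries by replicate number gave 0 calls (739 genes at an unadjusted p under 0.05), against 995 by genotype, and in CD8 T cells it gave 0 (875 genes) against 37. These counts decide nothing about replicate number, because the genotype difference stands in the residual of that split. The splits were first run on the genes tested over all libraries, with 0 calls by replicate number as well (774 genes in CD4 and 905 in CD8 T cells at an unadjusted p under 0.05), and then repeated with the filter applied to the 4 libraries. Reads from another cell type would bring the marker genes of that cell together. Without the block, at most 20% of the tested genes of a marker list (1 of 5 erythroid genes) were called in one direction, and the smallest fry p of a list was 0.306. Because markers differed between replicate numbers, the lists were tested again with the replicate block, and the largest share called in one direction became 44.4%, for 4 of 9 neutrophil and myeloid progenitor genes, lower in STAT3KO CD8 T cells (median -1.21, 8 of 9 lower without the block, fry p 0.208 with it). The block also brought a fry p of 0.000466 in CD4 and 0.00278 in CD8 T cells for the erythroid list, higher in STAT3KO, where 1 of 5 genes was called in each. Of the macrophage genes, 12 of 14 were higher in STAT3KO CD4 T cells (median 0.42), 9 of them in both replicates, and 4 were called with the block (fry p 0.268). The other fry p with the block were between 0.290 and 0.967, and the hepatocyte list had 1 tested gene and no fry test. Whether reads from other cells account for part of the called genes is therefore left open, as the result depends on the block and few marker genes could be tested. Macrophages are argued against as the source of most genes higher in STAT3KO CD4 T cells. In the CD4 libraries, the sum of C1qa, C1qb, C1qc and Csf1r rose by 45.5 CPM with replicate number and by 8.85 CPM with genotype. Of the 2046 genes called higher with the block, 2.69% rose with replicate number at least as much as with genotype. The summed expression of the marker lists lay between 42.8 and 219 CPM for B cells, 1.98 and 26.7 CPM for erythroid cells, 662 and 1576 CPM for macrophages (which share genes with T cells), 4.08 and 25.05 CPM for neutrophils and myeloid progenitors, and 0.442 and 1.61 CPM for hepatocytes. In the erythroid list, 6 of 13 genes were listed at 0 in every library. A strain variant around the targeted locus could change genes near Stat3 in both cell types, but 1.67% of the 239 other genes within 10 Mb of Stat3 were called in both with the same sign, against 1.46% of the other genes (Fisher's exact test, two-sided, p 0.781). This argues against such a variant as the source of most called genes. It leaves single genes open, because the shares ignore the size of a change. Tanc2 (chromosome 11, 105589986 to 105929303) and Fam20a (chromosome 11, 109672926 to 109722238) lie in this window. Both are among the named genes with the largest changes in CD4 T cells, and Fam20a was also called lower in CD8 T cells.

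Across genes, the correlation of the effects in CD4 and CD8 T cells could arise from variation shared by the libraries of one genotype and replicate number. The covariance of the part of the effects that holds no genotype difference was 10.3% of the covariance of the effects, which leaves most of it unexplained. Between CD4 replicate 1 and CD8 replicate 2, r was 0.511, and between CD4 replicate 2 and CD8 replicate 1 it was 0.438.

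Genes called in both cell types lay next to each other more often than by chance: 18 pairs of neighbouring tested genes were both called with the same sign, against 2.67 on average in 10000 random draws of as many genes (permutation p 1e-04, the smallest the draws can give). On chromosome 1, between 173468486 and 173942672, 8 of 10 tested genes of the interferon-inducible Ifi200 family were higher in both (Ifi206, Ifi214, Ifi213, Ifi209, Ifi208, Mndal, Ifi211 and Ifi203), with log2 fold changes between 0.73 and 1.62. These genes are similar in sequence and reads could be shared among them. Without this cluster, 12 pairs remained, against 2.44 on average. The 18 pairs may reflect shared regulation, as interferon-stimulated genes were higher as a list, or a strain difference at these loci, and no test here separates those.

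Markers of macrophages were higher in replicate 2. Of the 14 genes of the list, 12 were higher in replicate 2 than in replicate 1 in all 4 groups, where chance gives 0.875. The sum of C1qa, C1qb, C1qc and Csf1r lay between 4.08 and 11.9 CPM in replicate 1 and between 48.5 and 77.6 CPM in replicate 2. A candidate explanation is a small share of macrophages or their RNA in the sorted cells of replicate 2, in both genotypes. No biological explanation was tested.

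Genes of pancreatic digestive enzymes, chosen after their values were seen, were highest in 1 library. Ctrb1 had 696 counts in STAT3KO CD8 replicate 2, 42 in STAT3KO CD4 replicate 2, 13 in STAT3KO CD4 replicate 1 and between 1 and 3 in the other libraries. Of 22 further acinar genes with a count, whose values had not been seen, 20 were highest in STAT3KO CD8 replicate 2, where chance gives 2.75. These genes summed to 52.2 CPM in this library and to between 5.78 and 16.1 CPM in the others (117 CPM, and between 6.11 and 16.7 CPM, with the genes that had been seen). A trace of pancreatic tissue or its RNA in this library is a candidate explanation. Of these genes, 9 were tested and 0 were called, with edgeR adjusted p of at least 0.0724.

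Transcripts of follicular helper T cells may be lost in STAT3KO CD4 T cells. This was noticed in Cxcr5 (253 CPM in WT and 76.0 CPM in STAT3KO CD4 T cells), Tox2 (259 and 40.5 CPM), Bcl6 (103 and 21.8 CPM) and Il21 (221 and 190 CPM in WT, 129 and 119 CPM in STAT3KO libraries). Of 22 genes written for this list, 17 were tested in a first run, which left out only the genes just named and 1 below the filter, and fry gave p 0.00117 (16 genes lower, 1 higher). The list was narrowed after that result was seen, because some of its genes had also been seen or stood in other lists. Of the 22 genes, 7 had been seen, 7 were in other lists and 1 was below the filter. The remaining 7 (Ascl2, Sh2d1a, Pou2af1, Il4, P2rx7, Tnfsf8 and S1pr2) were all lower, with a median log2 fold change of -1.22 and a fry p of 0.00052 (0.00092 with the replicate block). The choice of these 7 genes was not blind to the first run. In CD8 T cells, fry gave p 0.0842 for them (0.0411 with the replicate block), against 0.0369 for the wider list. Fewer cells of this type among the sorted cells and lower expression per cell would look alike in these libraries. Il1r1 fell from 78.0 and 104 CPM in WT to 0.835 and 0.774 CPM in STAT3KO CD4 libraries (log2 fold change -6.78). Csgalnact1 fell from 60.1 and 73.9 to 1.38 and 1.87 CPM (-5.32). In CD8 T cells their log2 fold changes were -4.88 and -4.20. STAT3KO CD8 replicate 1 held 2 and 3 counts of them, so the size there is uncertain. Both genes were left out by the naming rule and were chosen after their values were seen.

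Ccl5 and Klrk1, the risen genes that are also abundant in CD8 T cells, could have come from CD8 T cells among the sorted STAT3KO CD4 cells. Their rise would need 32.9% (Ccl5) and 17.4% (Klrk1) of the level in STAT3KO CD8 libraries, while Cd8a stood at 1.01% of its level there (1.82% in the higher library). Cd8b1 had 26.4 CPM in STAT3KO CD4 and 1012 CPM in STAT3KO CD8 libraries, a larger share but still below those needed. This argues against CD8 T cells as the source and leaves expression in CD4 T cells as a hypothesis.

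For spleen CD4 T cells without STAT3, the study describes lower glutathione metabolism, glycolysis and oxidative phosphorylation. For CD8 T cells it describes oxidative phosphorylation alone as lower, with a rise of the others. Here glycolysis was called lower in CD4 and oxidative phosphorylation in CD8 T cells, both in the direction the study describes. For the latter, fry gave an adjusted p of 0.779. Glycolysis was also called lower in CD8 T cells, where the study describes a rise. Its score there was -1.66, or -1.27 when genes were ranked by log2 fold change. Glutathione metabolism was not called in either cell type with the ranking used throughout. Fry with the replicate block called it in CD4 (adjusted p 0.127, median log2 fold change -0.10) and in CD8 T cells (0.0396). The study describes it as lower in CD4 T cells. In CD8 T cells it was called lower with the DESeq2 ranking (-1.31) and with the replicate block (-1.25). The study describes it there as higher. Oxidative phosphorylation was not called in CD4 T cells. Its score there was -0.775, and that of glutathione metabolism was -1.13, both in the direction the study describes. For these metabolic pathways the study's text gives directions and no adjusted p. A list not called here is therefore not by itself a disagreement with the study. Fatty acid metabolism, which the study describes as higher in both cell types, was not called in either by preranked enrichment. Its score was 0.718 in CD4 T cells, in the study's direction, or -0.606 with the replicate block. In CD8 T cells the score was -0.883, or -1.08 with the block, opposite to the study's direction. Fry with the replicate block called this list in CD8 T cells (adjusted p 0.216). The list used for Myc targets V2 was called lower in both cell types, while the study describes a lower score that was not significant. The lists were written by hand and need not hold the same genes as the study's. The study states the same ranking rule as used here, so a different rule is not the source of such a difference. A different version of the gene lists or of the edgeR test could produce it, and neither was tested against the study's own lists.

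Xist had between 0 and 2 counts in each library, and 4 genes of the Y chromosome summed to between 8861 and 11898 counts, so the donor cells of each library came from males.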
